A study of Mus musculus with 6 samples. Its data were reported in "The skeletal muscle circadian clock regulates titin splicing through RBM20" (2022).

How the data were processed

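Ribosomal RNA-depleted, stranded RNA-seq libraries were made from the tibialis anterior (TA) muscle of 6 samples of adult C57BL/6 mice carrying the tamoxifen-inducible, skeletal muscle-specific Bmal1 knockout (iMSBmal1). Per the labels, mice received 2 mg of tamoxifen per day for 5 days, the TA was injected with adeno-associated virus (AAV) 4 weeks later, and muscle was collected 4 weeks after the injection. Samples were assigned to AAV-GFP (n = 3) or AAV-RBM20 (n = 3) from the labels alone, and the replicate numbers 1 to 3 were taken from the titles. The study's methods state that the RBM20 vector carried mouse Rbm20 cDNA and was given at a higher dose than the GFP vector, so vector dose and transgene were confounded in this comparison.

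The authors mapped paired reads to mm10 with HISAT2 and counted them per Ensembl gene with HTSeq. The counts deposited by the authors are raw whole numbers without normalisation. The HTSeq strand setting, the annotation release and the tool versions were not stated. Genes that overlap another gene are therefore reported as uncertain. A second table holds a signal that the authors made by dividing the counts by one DESeq2 size factor per library. The ratio of count to deposited value was constant within each library and equalled a median-of-ratios size factor recomputed from the counts, so this table was used only to describe fold changes. Both tables list 55401 gene identifiers, of which 29747 had at least 1 count. Symbols and GRCm38 positions were taken from GENCODE M21, which holds 55141 of the identifiers, and 260 identifiers had no symbol.

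The total count ranged from 41400132 to 54226618 per library. Counts of different replicates of one group were compared over genes with at least 50 counts in the 2 libraries together. The chi-square per degree of freedom ranged from 15.1 to 545, so no replicate was a second copy of another.

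Groups were compared with the quasi-likelihood test of edgeR 4.0.16 (glmQLFit with robust estimation at the default of that version, glmQLFTest) in R 4.3.3, after filterByExpr and TMM normalisation, with no covariate. Benjamini-Hochberg adjustment was applied over the 17222 genes tested, with a threshold of 0.05. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. CPM values, counts scaled to a common library size, used TMM-scaled library sizes. For single genes a two-sided exact permutation test of log2 CPM was added, which cannot go below 0.1 with 3 against 3 samples. A total of 12 gene lists were tested with camera (limma 3.58.1, preset inter-gene correlation 0.01, log2 CPM with a prior count of 2), with adjustment over the lists. Marker lists for adipocytes, erythroid cells, Schwann cells, keratinocytes and endothelial cells were described without a test. The design, the 12 lists, the marker lists, the rule for named genes and the alternatives were fixed before the data were examined, except where stated.

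The rule for named genes took Rbm20, Ttn and Bmal1 whatever they showed. It added the 5 largest positive and 5 largest negative log2 fold changes among genes past the threshold with a mean log2 CPM of at least 1 and group ranges that did not overlap, and up to 3 members past the threshold from each list. No gene passed the threshold in the planned test. The rule was then applied to the fit with the replicate number as a block, so the genes it named there were chosen after their values were seen.

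The groups share replicate numbers in the titles only, since the descriptions and the column names of the deposited tables number the AAV-RBM20 samples on from the AAV-GFP samples. Every blocked or paired value rests on the numbers in the titles. Whether these pair the samples was checked on the deviations of log2 CPM from the group means. Across genes, which are not independent replicates, the correlation between same-numbered libraries was 0.42, 0.20 and 0.48 for numbers 1, 2 and 3. Differently numbered libraries also correlated above 0.1 in 2 cases, AAV-GFP replicate 2 with AAV-RBM20 replicate 1 at 0.22, above the 0.20 of the pair numbered 2, and AAV-GFP replicate 1 with AAV-RBM20 replicate 2 at 0.13. The other 4 differently numbered correlations ranged from -0.42 to -0.22. Because deviations within a group of 3 sum to 0, the difference between replicates 1 and 2, which leaves out replicate 3, was compared between groups as well, and correlated at 0.14. All same-numbered correlations exceeded 0.1, the minimum set for this check, so the numbers were taken to pair the samples, although the values separate replicates 1 and 2 only weakly. With the numbers 1 and 2 exchanged in a group, the correlations of 0.22, 0.13 and 0.48 would have passed this minimum as well. The minimum therefore cannot tell that numbering from the one in the titles. The pairing comes from these values and the shared numbers, as the labels do not say what a number stands for.

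Alternatives were DESeq2 size factors, upper quartile factors, 2 other low-count filters, the replicate block, leaving out mitochondrial, ribosomal RNA and Rbm20 counts, leaving out each library, DESeq2 1.42.0, limma-voom, fry, camera with estimated correlation, and other thresholds. After the data were examined, 7 more were added: removal of gene length and GC trends with a loess offset, with and without the block, leaving out each same-numbered pair, DESeq2 with the block, and the newer quasi-likelihood method of edgeR.

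The tests were first tested on simulated data, 1 draw per design, with counts drawn from the means and dispersions of these libraries and 200 genes changed 2-fold or 4-fold. With the pair differences of these libraries present, the test without the block recovered 70.5% of the changed genes with 0 false calls among 16639 genes, and the blocked test recovered 95.0% with 17 false calls. Without pair differences the values were 76.5% with 13 false calls and 77.0% with 23 false calls among 16649 genes. DESeq2 was simulated over 17222 genes. With pair differences it recovered 86.5% with 0 false calls without the block, and 94.5% with 15 false calls with the block. Without pair differences DESeq2 recovered 90.0% with 40 false calls and 84.5% with 47 false calls. Wherever these edgeR and DESeq2 runs made false calls, their share of all calls was above the adjusted p threshold. This held for the tests with the block in either design, and for those without the block only when pair differences were absent. With 1 draw per design the spread of this share is not known. Counts of genes past the threshold with the block or with DESeq2 may therefore hold more false calls than the threshold states. A list shifted by 1 on the log2 scale was recovered at a median of 1.01, and 0 of the 11 other lists were called. Apart from the pair differences, each gene was drawn independently. This run therefore cannot show how often a list whose genes vary together is called falsely. An added length slope of -0.3 in simulated counts, estimated at -0.28, was 0.0011 after trend removal.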

Results

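RNA-seq was performed on TA muscle from iMSBmal1 knockout mice injected with AAV-GFP (n = 3) or AAV-RBM20 (n = 3). RBM20 is an RNA-binding protein that regulates splicing of titin, the giant sarcomeric protein encoded by Ttn, and Bmal1 (Arntl in the annotation) encodes a core transcription factor of the circadian clock. Total counts for AAV-GFP replicates 1, 2 and 3 were 44880069, 43868934 and 52012120. Those for AAV-RBM20 replicates 1, 2 and 3 were 54226618, 41524656 and 41400132. Ttn took 17.3%, 17.1% and 4.48% of all counts in the AAV-GFP libraries and 16.9%, 17.8% and 9.05% in the AAV-RBM20 libraries. Mitochondrially encoded genes took 7.62%, 7.66% and 12.5% of the counts in AAV-GFP and 6.41%, 6.56% and 11.4% in AAV-RBM20. Replicate 3 therefore differed from replicates 1 and 2 of its own group in both groups.

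The first principal component of log2 CPM held 47.2% of the variance and separated the libraries numbered 3 from the others. The second component held 23.9% and separated AAV-GFP from AAV-RBM20.

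**Figure D1:**
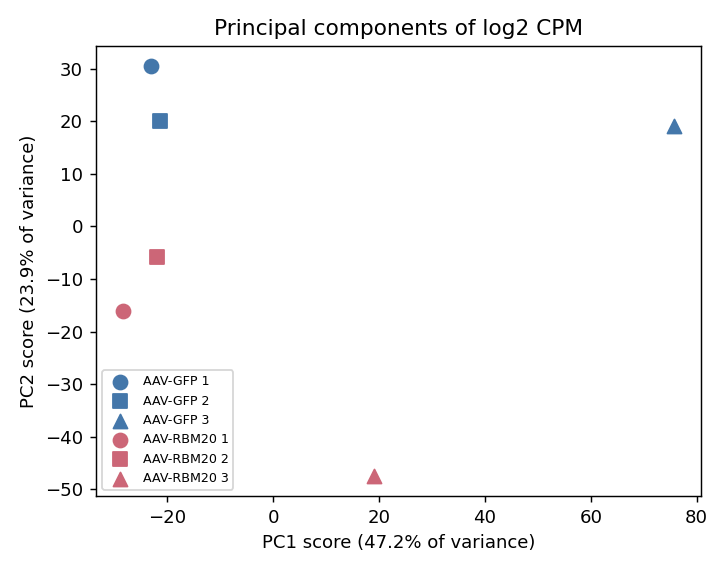
Scores of the 6 libraries on the first and second principal components of log2 CPM, with colour for the group and marker shape for the replicate number. AAV-GFP replicate 3 and AAV-RBM20 replicate 3 sit at 75.7 and 19.1 on the first component, and the other 4 libraries lie between -28.3 and -21.4.

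The comparison asked what AAV delivery of Rbm20 changed in the Bmal1 knockout TA transcriptome. The overexpressed gene was examined first. Rbm20 (ENSMUSG00000043639; GRCm38 chromosome 19, 53677306 to 53867080, plus strand, 16 merged exons) was measured at 166 ± 3.20 CPM (SD, n = 3) in AAV-GFP and 484 ± 71.0 CPM (SD, n = 3) in AAV-RBM20. The raw counts were 6911, 6905 and 8624 in AAV-GFP and 27241, 21924 and 19724 in AAV-RBM20. All AAV-RBM20 libraries were above all AAV-GFP libraries, a 2.91-fold difference of the mean CPM, and the ratio of the means of the deposited normalised values was 2.87. A gene-level count does not separate transcripts of the vector from those of the endogenous gene, and 2 annotated genes overlap Rbm20 on the opposite strand. The log2 fold change was 1.54 ± 0.15 (SE). In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment the adjusted p was 0.121 over all genes tested and 2.11e-05 when adjusted over the list alone, the list being the 3 genes fixed in advance. With the replicate number as a block, the log2 fold change was 1.53 ± 0.11 (SE) and the adjusted p 0.0107, with higher values in 3 of 3 pairs. The exact permutation test gave a two-sided p of 0.1, the smallest it allows for 3 against 3 samples. Over the alternatives the adjusted p ranged from 1.01e-29 for DESeq2 with the replicate block to 0.999 with both libraries numbered 1 left out, both added alternatives, and it was 0.988 without AAV-RBM20 replicate 1. The log2 fold change stayed between 1.42 and 1.66.

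Ttn (ENSMUSG00000051747; chromosome 2, 76703980 to 76982547, minus strand, 345 merged exons) was measured at 138392 ± 81703 CPM (SD, n = 3) in AAV-GFP and 143027 ± 57577 CPM (SD, n = 3) in AAV-RBM20. The log2 fold change was 0.05 ± 0.55 (SE), with an edgeR adjusted p of 0.985, and the difference was smaller than the spread between replicates. The sign of this value was not stable, since the log2 fold change was -0.38 without AAV-GFP replicate 3, -0.18 without AAV-RBM20 replicate 2 and -0.081 without AAV-RBM20 replicate 1. These counts cover the whole gene and carry no information on the inclusion of single titin exons, and 1 annotated gene overlaps Ttn on the opposite strand.

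The labels give the Bmal1 knockout for all 6 samples, so Bmal1 served as a background check. Bmal1 (ENSMUSG00000055116; chromosome 7, 113207465 to 113314126, plus strand) was measured at 35.0 ± 3.63 CPM (SD, n = 3) in AAV-GFP and 26.3 ± 1.63 CPM (SD, n = 3) in AAV-RBM20. The log2 fold change was -0.41 ± 0.13 (SE), and values were lower in AAV-RBM20 in 3 of 3 pairs. The edgeR adjusted p was 0.618 over all genes tested and 0.0187 when adjusted over the list alone. A gene-level count does not show the deleted exon or the extent of recombination in a sample, and 1 annotated gene overlaps Bmal1 on the opposite strand.

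**Figure D2:**
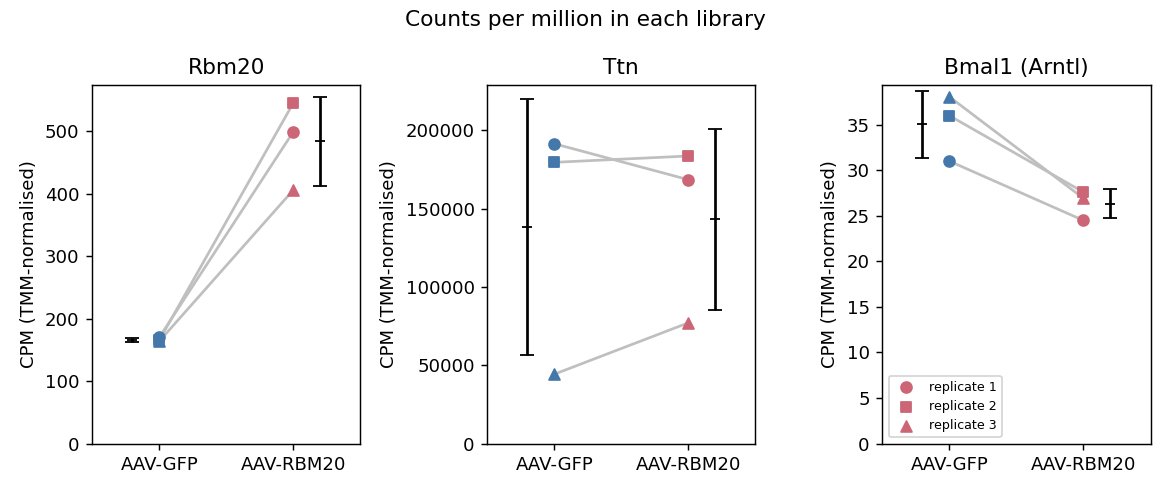
TMM-normalised CPM of Rbm20, Ttn and Bmal1 in each library, with marker shape for the replicate number, grey lines joining same-numbered libraries, and black bars for the mean ± SD of each group (n = 3). Rbm20 lies between 164 and 170 CPM in AAV-GFP and between 406 and 545 CPM in AAV-RBM20, while replicate 3 has the lowest Ttn value of each group.

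Of the 17222 genes tested, 0 passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, and the smallest adjusted p was that of Rbm20. At an unadjusted p under 0.05 there were 1360 genes, 702 higher and 658 lower in AAV-RBM20, where 861 would be reached by chance among independent tests. The count of genes past the threshold depended on how the differences between same-numbered libraries were treated. With the replicate number as a block, 25 genes passed, 15 higher and 10 lower. The alternative that moved the count most was the removal of both libraries numbered 3, an added alternative, with 690 genes, while removal of both libraries numbered 1 or numbered 2 gave 0 genes each.

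The genes named by the rule in the blocked fit, chosen after their values were seen, did not pass in the planned test, and their values follow from the blocked edgeR fit. Cyfip2 (chromosome 11, 46193850 to 46312859) was measured at 4.73 ± 1.46 CPM (SD, n = 3) in AAV-GFP and 17.3 ± 2.44 CPM (SD, n = 3) in AAV-RBM20. Its log2 fold change was 1.90 ± 0.14 (SE), with an edgeR adjusted p of 0.0107 and higher values in 3 of 3 pairs. Gdap1 (chromosome 1, 17145362 to 17164271) was measured at 30.3 ± 5.42 CPM (SD, n = 3) in AAV-GFP and 11.9 ± 2.29 CPM (SD, n = 3) in AAV-RBM20. Its log2 fold change was -1.34 ± 0.12 (SE), with an edgeR adjusted p of 0.0215 and lower values in 3 of 3 pairs. The other higher genes were Gm22442, Prune2 and Runx1, with log2 fold changes of 1.82, 1.32 and 1.26. The other lower genes were Mrln, Ighm, Ttll7 and Wnt4, with log2 fold changes of -1.19, -1.16, -1.15 and -1.05. From the preset lists, the clock genes Per3 and Nfil3 had log2 fold changes of 0.94 and -0.88, and the macrophage genes Ccr2 and Ctss had log2 fold changes of 1.51 and 1.49. The adjusted p of Nfil3, Ccr2 and Ctss in the planned test was 0.618, 0.641 and 0.658, and their group ranges overlapped. The values of Ccr2 and Ctss also depended on single libraries in fits without the block. Without AAV-RBM20 replicate 3 the log2 fold changes of Ccr2 and Ctss were 0.67 and 0.24. Without AAV-GFP replicate 3 they were 2.39 and 2.74. Cyfip2, Prune2, Runx1, Gm22442, Per3 and Ctss overlap another annotated gene, so their counts are uncertain to that extent.

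The 12 gene lists were compared next. In camera with the preset correlation, 8 lists passed an adjusted p of 0.05. The macrophage list (20 genes) had a median log2 fold change of 0.92 and an adjusted p of 8.31e-05, with 18 genes higher. The extracellular matrix list (23 genes) had a median of 0.40 and an adjusted p of 0.000111. The interferon response list (25 genes) had a median of 0.43 and an adjusted p of 0.000248, and the muscle regeneration and denervation list (16 genes) a median of 0.51 and an adjusted p of 0.00198. The lymphocyte list (8 of 24 genes tested) had a median of 0.71 and an adjusted p of 0.0402, and the slow fibre list (13 genes) a median of 0.61 and an adjusted p of 0.0207. The nuclear-encoded oxidative phosphorylation list (46 genes) was lower, with a median of -0.12 and an adjusted p of 0.00572, as was the unfolded protein and integrated stress response list (21 genes), with a median of -0.13 and an adjusted p of 0.0207. The core clock, RBM20 splicing target, sarcomere and splicing regulator lists did not pass, with adjusted p values of 0.639, 0.732, 0.0994 and 0.619. Camera asks here for a shift of whole-gene counts in a common direction. It cannot show changed exon inclusion of RBM20 targets. Opposite changes within a list can also cancel, and the core clock list had 9 genes higher and 10 lower. None of the 8 calls held under fry, where the lowest adjusted p was 0.527, or under camera with estimated correlation, where it was 0.565. With the replicate block the slow fibre list no longer passed, at 0.0532. In the blocked fit the lowest adjusted p was 0.121 under fry, for the macrophage list, and 0.711 under camera with estimated correlation.

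**Figure D3:**
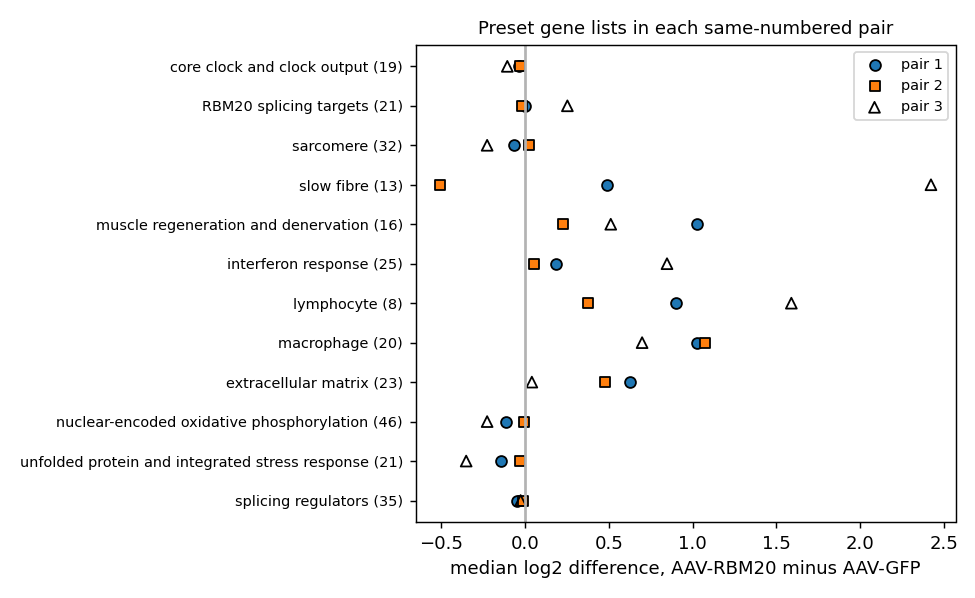
Median log2 difference between AAV-RBM20 and AAV-GFP for each preset list, one marker per same-numbered pair, with the number of genes tested in parentheses. The macrophage medians are 1.03, 1.08 and 0.70 in pairs 1, 2 and 3, whereas the slow fibre medians are 0.49, -0.51 and 2.42.

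Single members of the lists were counted as well. When adjusted over the list alone in the planned test, 6 muscle regeneration and denervation genes and 1 core clock gene passed, and 0 genes of the other 10 lists, against 0 over all genes tested. In the blocked fit, the counts adjusted over the list alone were 17 for macrophage, 10 for core clock and 9 for muscle regeneration and denervation. Over all genes tested these lists had 2, 2 and 1. The extracellular matrix list had 3 by the list alone, the lymphocyte, sarcomere and unfolded protein lists 2 each, and the RBM20 target list 1. Over all genes tested these lists had 0. The slow fibre, interferon, oxidative phosphorylation and splicing regulator lists had 0 by either adjustment.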

Values the study reported

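The study reported that injection of the RBM20 vector into iMSBmal1 knockout muscle raised Rbm20 transcript levels 2.8-fold, with an adjusted p below 0.05. It reported lower inclusion of titin exons 70 to 88 in the muscles given the RBM20 vector. For the exons just before these, also included more in the knockout, the study reported a modest increase with the vector. It called this unexpected, and found no significant difference for those exons in titin protein.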

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

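The stricter thresholds could only leave the count of 0 genes past an adjusted p of 0.05 at 0, so they test nothing. Under the other alternatives planned in advance, the count stayed 0 with DESeq2 size factors, upper quartile factors, the stricter CPM filter and limma-voom. It also stayed 0 with mitochondrial, ribosomal RNA and Rbm20 counts left out, and in the 6 fits that each left out one replicate. It rose to 8 genes (6 higher, 2 lower) with no filter on low counts, to 25 (15 higher, 10 lower) with the replicate block, and to 72 (35 higher, 37 lower) with DESeq2, of which 13 were among the 25 of the block. Among the alternatives added after the data were examined, it was 3 (2 higher, 1 lower) with gene length and GC trends removed, 287 (89 higher, 198 lower) with the replicate block and trends removed, 514 (168 higher, 346 lower) with DESeq2 and the replicate block, 690 (337 higher, 353 lower) with both libraries numbered 3 left out, and 0 with either other pair left out or with the newer quasi-likelihood method. The count of genes past the threshold therefore has no single value across these settings, and 0 is the one from the test chosen in advance. In the block with trends removed, and in DESeq2 with the block, all 25 genes of the block were called. The cause of these differences was not tested, except that the replicate block and the removal of the third pair both take the difference of the libraries numbered 3 out of the error by construction.

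The 1360 genes at an unadjusted p under 0.05 became 3244 with the replicate block, 2103 with trends removed, 3603 with both, 2400 with DESeq2 and the block, and 343, 654 and 3196 with the pairs numbered 1, 2 and 3 left out. They ranged from 675 to 2020 across the fits that each left out one replicate, the lowest without AAV-RBM20 replicate 1. Upper quartile factors moved the split of these genes from 702 higher and 658 lower to 865 higher and 504 lower. Removal of trends moved it the other way, to 468 higher and 1635 lower, and to 1068 higher and 2535 lower with the block as well. The median log2 fold change over all genes moved along, from 0.009 in the planned test to 0.053 with upper quartile factors. It was -0.071 with trends removed and -0.063 with the block as well. The split therefore cannot be read apart from this common shift, which can also turn the sign of values near 0, such as that of Ttn.

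Rbm20 was higher under every alternative, with log2 fold changes from 1.42 to 1.66 and adjusted p values from 1.01e-29 to 0.999. It passed the threshold at 1.53 with no filter, 1.53 with the replicate block, 1.52 with DESeq2, 1.42 with trends removed, 1.43 with the block and trends removed, 1.65 without the third pair, and 1.51 with DESeq2 and the block. It did not pass in any fit that left out one replicate, where it ranged from 1.44 to 1.66. Bmal1 was lower under every alternative, from -0.50 to -0.35, and passed at -0.50 with the block and trends removed and at -0.43 with DESeq2 and the block, over a range of adjusted p from 0.0463 to 0.999. Ttn never passed. Its sign reversed with trends removed (-0.060), with the block and trends removed (-0.038) and without the third pair (-0.068), and it ranged from -0.38 to 0.35 across the fits that each left out one replicate, negative without AAV-GFP replicate 3 and without AAV-RBM20 replicate 1 (-0.08) or 2 (-0.18).

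Under fry the slow fibre, regeneration, interferon, lymphocyte, macrophage, extracellular matrix, oxidative phosphorylation and unfolded protein lists had adjusted p values of 0.527 each, and the core clock list reversed at 0.992. With estimated correlation these 8 lists were at 0.565, except oxidative phosphorylation at 0.631. With no filter, the sarcomere list passed at 0.0491 and the RBM20 target list reversed at 0.989. The lymphocyte list was lost with upper quartile factors (0.0689) and the CPM filter (0.877), under which the splicing regulator list reversed at 0.945. The replicate block lost the slow fibre list (0.0532) and changed no other list's call. The unfolded protein list was lost with trends removed (0.0552) and with the block and trends removed (0.0631), under which the RBM20 target list reversed at 0.841. Without the second pair the sarcomere list passed at 0.0184. Without the third pair the slow fibre (0.904), interferon (0.241), lymphocyte (0.179), oxidative phosphorylation (0.179) and unfolded protein (0.245) lists were lost, and the RBM20 target list reversed at 0.969.

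Across the fits that each left out one replicate, the adjusted p of the macrophage list ranged from 1.73e-11 to 0.0348, of extracellular matrix from 2.37e-10 to 0.0121 and of regeneration from 0.000214 to 0.0288, so these 3 calls held. The interferon list ranged from 7.77e-07 to 0.4995, lost without AAV-RBM20 replicate 3, and the lymphocyte list from 0.000744 to 0.507. The slow fibre list ranged from 0.000371 to 0.803, oxidative phosphorylation from 0.000371 to 0.569 and unfolded protein from 0.00779 to 0.569, each highest without AAV-GFP replicate 3. The sarcomere list ranged from 0.0221 to 0.507, the core clock list from 0.424 to 0.860, and the RBM20 target list from 0.496 to 0.971, with the sign of both reversed (0.569) without AAV-GFP replicate 3. The RBM20 target list also reversed without AAV-RBM20 replicate 1 (0.971) or 2 (0.931).

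Among 14 single genes named beside these, 68 of 294 values passed the threshold where the planned test did not, and 3 reversed, all for Esr1, whose log2 fold change ranged from -0.63 to 0.45 across the fits that each left out one replicate and was positive (0.23, 0.31 and 0.45) in the reversed ones.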

Other observations

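The tests of muscle fibre share, blood, the libraries numbered 3 alone, Esr1 and Ighm were chosen only after the results were seen. The hypotheses here were found and tested on the same libraries.

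Other splits of the libraries were fitted in the same way. Of the 10 splits of the 6 libraries into 3 and 3, 2 gave as many genes at an unadjusted p under 0.05 as the real one (1360), and 3 gave a camera p for the macrophage list as small, the real split included. The other splits that did so put both libraries numbered 3 on the same side, so they follow the difference of those libraries. Of the 4 splits that part all 3 pairs, 1 gave as many genes past an adjusted p of 0.05 with the replicate block, namely the real one with 25, and the others gave 0. Without the block, those others gave 170, 228 and 61 genes at an unadjusted p under 0.05. Their macrophage camera p values, also without the block, were 0.00110, 0.0667 and 0.379 against 6.92e-06 for the real split. The real split was thus the most extreme of these 4 on each of the 3 measures, of which only the count past the threshold used the block. The number of splits allows no share under 0.1 for the 10 and no count under 1 for the 4, so these counts can neither exclude a chance split nor speak for one.

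Same-numbered libraries deviated together. The difference between replicates 1 and 2, in which the libraries numbered 3 take no part, correlated between groups at 0.135 across 17222 genes, and at 0.140 once gene length and GC trends were removed. An exchange of the numbers 1 and 2 within one group only changes the sign of these values, so they have no spread to be set against. Whether the shared deviations come from the libraries numbered 3 alone, or in part from length and GC trends, therefore stays open. A shared animal, litter or processing day may underlie the pairing. The study's protein samples included both legs of some animals given different vectors, but neither the labels nor the methods say whether the sequenced muscles did, and this was not tested.

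The libraries numbered 3 stood apart from replicates 1 and 2 of their own group, and the differences of the 2 groups correlated at 0.48 across genes. Gene length and GC content accounted for at most 7.92% of the variance of these differences, which argues against such trends as the main cause. Nr1d2, a clock output gene, was measured at 64.1, 70.8 and 188 CPM in AAV-GFP replicates 1, 2 and 3 and at 110, 116 and 182 CPM in AAV-RBM20 replicates 1, 2 and 3. Its paralogue Nr1d1 was higher in replicate 3 of AAV-GFP (73.6, 66.1 and 135 CPM) but not of AAV-RBM20 (120, 97.5 and 115 CPM). The clock output genes Dbp, Tef and Hlf were higher in replicate 3 than in replicates 1 and 2 of both groups, at 29.4, 223 and 23.8 CPM in AAV-GFP replicate 3 and 32.1, 194 and 12.3 CPM in AAV-RBM20 replicate 3. The highest values in the other replicates were 9.22, 145 and 7.99 CPM in AAV-GFP and 22.5, 179 and 5.81 CPM in AAV-RBM20. These genes were chosen after their values were seen. The core clock list had median differences of 0.27 in AAV-GFP and 0.05 in AAV-RBM20 between replicate 3 and the other replicates. An exploratory comparison of BMAL1-driven transcripts in these libraries used genes already seen to be higher there, so it decides nothing and is not used. The time of day of collection is not given per sample, and the source of the difference stays open.

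Esr1 (chromosome 10, 4611593 to 5005614) was measured at 784, 833 and 57.9 CPM in AAV-GFP replicates 1, 2 and 3 and at 704, 810 and 55.7 CPM in AAV-RBM20 replicates 1, 2 and 3. Replicate 3 was lower by -3.80 and -3.76 on the log2 scale in the 2 groups. Of 189 genes of similar length, GC content and level, 0 fell as far in either group. The sarcomere list had medians of 0.08 and -0.23 for the same differences, which argues against dilution of muscle RNA as the whole source of the Esr1 fall. Other values leave some admixture of another tissue open. Ttn changed by -2.06 and -1.19, and the slow fibre medians were -2.16 and -0.12. The adipocyte medians were 3.19 and 2.44, whereas the endothelial medians were -1.01 and -0.65 and the Schwann cell medians -0.74 and -0.91. The genotype label names an HSA-MCM transgene, and MerCreMer fusions carry estrogen receptor sequence, so transgene reads are a candidate source of the Esr1 counts. Gene-level counts cannot test this, and no sample was regrouped on it. If it holds, recombination of Bmal1 in the libraries numbered 3 may differ from that in the others, so the knockout of those samples rests on the labels, as do the Bmal1 values, pairs and group means that include them.

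The macrophage list was higher in AAV-RBM20 in 3 of 3 pairs. Removal of gene length and GC trends within the blocked fit left its camera adjusted p at 3.18e-13, although over all alternatives it ranged from 3.18e-13 to 0.565 and it did not pass under fry. The median of the 3 erythroid genes fell by 1.06 on the log2 scale in pair 1 and changed by -0.80 in pair 2. This argues against more blood in the AAV-RBM20 muscles of those pairs. In pair 3 the median rose by 1.42, so more blood stays open there. Hbb-bs stayed at or under 8.73 CPM, its value in AAV-RBM20 replicate 3. A lower share of muscle fibre RNA stays open. The macrophage median exceeded the endothelial median by 0.85, 1.19 and 0.144 in pairs 1, 2 and 3, with an SD over pairs of 0.53. The excess was smallest in pair 3. Its uncertainty within a pair was not estimated, so whether the 2 medians differ in pair 3 is not known. The other marker lists moved in both directions, with medians in pairs 1, 2 and 3 of 1.06, -1.17 and -0.53 for adipocyte genes, 0.70, -0.35 and 0.19 for Schwann cell genes, and -0.68, -0.31 and -1.22 for the 1 keratinocyte gene tested. A response to the higher vector dose or to the transgene product may each raise macrophage transcripts, and the design confounds them, whereas both groups received an injection.

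Ighm, an immunoglobulin heavy chain gene, was lower in AAV-RBM20 in 3 of 3 pairs, at 5596, 6016 and 4676 counts in AAV-GFP and 3449, 2966 and 1643 in AAV-RBM20. The 4 light chain genes examined together came to 12, 7 and 1213 counts in AAV-GFP and 104, 72 and 388 in AAV-RBM20. In AAV-GFP replicate 2 they were 0.116% of the Ighm count, which argues against B cells or plasma cells as the source of Ighm in replicates 1 and 2, while in AAV-GFP replicate 3 they were 25.9%. The source of these reads was not tested further.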
